A study of Mus musculus with 24 samples. Its data were reported in "Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics" (2023).

How the data were processed

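H3K27me3, the repressive trimethyl mark that the EZH2 methyltransferase writes on histone H3, was measured by CUT&RUN, in which an antibody directs a nuclease to cut out the marked chromatin for sequencing. The cells were cerebellar granule neurons (CGNs) cultured from mouse cerebellum. There were 24 libraries in 8 groups of 3 replicates. 12 libraries formed a time course harvested at DIV1, DIV3, DIV5 and DIV7, where DIV counts the days in vitro. 6 libraries compared 5 µM GSK-126, an EZH2 inhibitor, with its DMSO vehicle, and 6 compared 1 µM GSK-J4, an inhibitor of the KDM6 demethylases that remove the mark, with DMSO. The compounds were added on DIV1 and the cells were harvested on DIV5.

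The authors trimmed reads with Trimmomatic 0.38, checked them with FastQC, aligned them to the mouse mm10 build with STAR 2.7.2b and called broad peaks with MACS2 2.1. Each deposited file is the peak list of 1 library, called on that library alone. The authors' lists give for each peak a fold enrichment, which is a ratio over the caller's local background. The deposited lists also give −log10 p-values and −log10 q-values of each peak, within its own library. The peak score the authors deposited is the −log10 q on another scale and was not used. In every library the lowest −log10 q was 1. The sources do not state which control the calls used. The authors tested differences with DESeq2 1.36.0 on read counts, which the deposited lists do not hold, so that test could not be repeated here. Read depth is unknown for all 24 libraries, and no interval that needs it is given. A region without a peak is a region below the caller's threshold, not one shown to lack the mark.

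Promoters were windows of 3 kb on each side of the annotated 5' end of 21938 protein-coding genes, from the GENCODE annotation of the same build. The value tested was the percentage of the 6 kb window covered by a library's peaks, called coverage here. Libraries differed in how much was called, so within each experiment every library was limited to its strongest peaks, ranked by the authors' −log10 p, up to the summed length of the shortest list. This common length was 1.11 Mb in the time course, 1.07 Mb in the GSK-126 experiment and 1.40 Mb in the GSK-J4 experiment. It plays the part of a library size normalization and therefore measures relative, not absolute, levels. Promoters entered a test if at least 3 of its libraries had coverage there. The same was done for 10 kb bins of the genome.

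Coverage was compared with limma 3.58.1 in R 4.3.3 (lmFit and robust eBayes, two-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 12 time course libraries shared a fit. Each drug experiment had its own fit, and the difference between the drug effects was tested as an interaction over the 12 drug and DMSO libraries. Whole-library measures were compared by exact two-sided permutation tests. With 3 libraries against 3 the smallest p such a test allows is 0.1. Slopes over DIV used all 369600 arrangements of the 12 libraries. Gene lists were tested with limma's camera with an estimated correlation. Other calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9.

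The groups, the tests, 14 gene lists and the rule for named genes were fixed before the data were examined. The rule took the study's example genes whatever their values, the 8 called promoters with the smallest adjusted p in each direction whose groups did not overlap, without gene models named Gm or ending in Rik, and up to 4 called members of each list. Some of the example genes were chosen by the study on these samples, so the early and late CGN lists are not independent evidence. Other genes named in the text were chosen after their values were seen, and values of some single genes are not reported here. Alternatives were all deposited peaks, peaks with a −log10 q of at least 2, ranking by fold enrichment, windows of 1 kb on each side, promoters covered in at least 1 library, 5 kb bins, the replicate number as a block, fry in place of camera, and leaving out each library in turn. Leaving out replicate 1 of every day was added after the data were seen.

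The limma step was tested on simulated data with 200 promoters changed in each run. For a change of 10 percentage points it recovered 47.5% of the changed promoters in the DIV7 against DIV1 comparison, 28.5% for GSK-126 and 50.0% for GSK-J4. For 20 points it recovered 87.5%, 74.5% and 90.5%, in the same order. With no change put in, it called 1, 0 and 0 promoters. With changes put in, unchanged promoters made up 2.06% and 6.91% of the calls over time (10 and 20 points), 9.52% and 9.15% for GSK-126 and 3.85% and 5.73% for GSK-J4, so the share of false calls was above the threshold of 0.05 in 4 of these 6 runs.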

Results

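CUT&RUN peak lists of H3K27me3 were collected from cultured mouse CGNs at 4 time points and after inhibition of the enzymes that write or erase the mark, with 3 replicates in each of the 8 groups. The 24 lists held 247296 peaks. A library had between 4740 and 22832 peaks, which together covered between 1.07 and 6.57 Mb of the genome. Peaks were short, with a median length of 146 to 195 bp by library, and their mean fold enrichment over local background was 3.62 to 4.41. Promoter windows, which add up to 121 Mb, held 36.0% to 48.6% of the covered length. Between 1348 and 3832 promoters had a peak in a given library. Agreement between replicates was limited. Mean Jaccard overlap of libraries was 22.4% within a time course group and 20.1% for pairs sharing neither group nor replicate number. These values were 21.8% and 16.9% in the GSK-126 experiment, and 23.5% and 23.5% in the GSK-J4 experiment. Of promoters with a peak in any library of a group, 18.5% (GSK-126) to 44.7% (its DMSO) had one in all 3.

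The amount of chromatin called as marked was lowest at DIV7 and after GSK-126. Peaks covered 3.53 ± 1.99 Mb at DIV1, 3.69 ± 2.74 Mb at DIV3, 3.26 ± 0.824 Mb at DIV5 and 1.56 ± 0.598 Mb at DIV7 (mean ± SD, n = 3 each). The difference between DIV7 and DIV1 was within the spread of the libraries (exact permutation p = 0.2), as was the slope over the 4 days (−0.317 Mb per day, exact permutation p = 0.17). Coverage was 3.69 ± 0.482 Mb with DMSO and 1.57 ± 0.468 Mb with GSK-126 (n = 3 each). All 3 GSK-126 libraries lay below all 3 DMSO libraries, and the exact permutation p was 0.1, the smallest this design allows. With GSK-J4 the peaks covered 2.04 ± 0.928 Mb, against 1.89 ± 0.193 Mb with DMSO (n = 3 each, exact permutation p = 1). Of 32 such tests on whole libraries none passed after adjustment, and the smallest adjusted p was 0.4. The shortest list of the time course, DIV3 replicate 1, and the longest, DIV3 replicate 3, came from the same group.

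**Figure D1:**
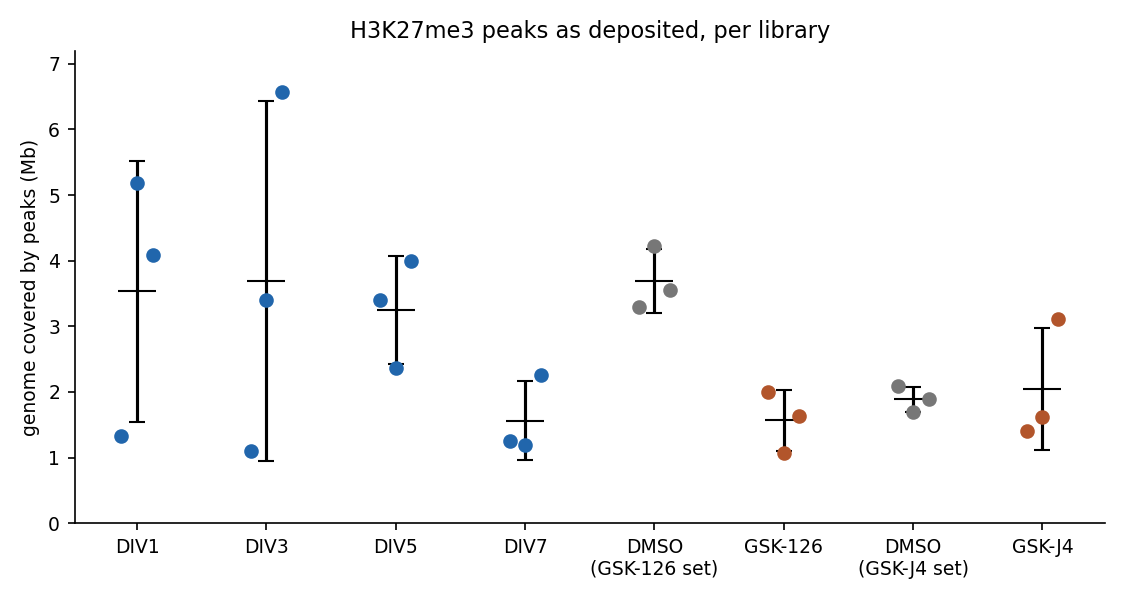
Length of genome covered by H3K27me3 peaks (Mb, vertical axis) in each of the 24 libraries, by group. Points are libraries, horizontal marks are group means and bars are 1 SD; the 3 GSK-126 libraries (1.07 to 2.00 Mb) lie below their 3 DMSO libraries (3.29 to 4.23 Mb), and the 3 DIV7 libraries (at most 2.25 Mb) lie below the 3 DIV5 libraries (at least 2.37 Mb), while the other pairs of DIV groups overlap.

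The time course asked which promoters gain and which lose H3K27me3 as newly postmitotic CGNs mature. The study added 1 µM cytosine arabinoside (AraC) on DIV2 to block the division of non-neuronal cells. The DIV1 libraries were harvested before AraC and all later ones after it. Comparisons with DIV1 therefore cannot separate maturation from this treatment. At the common list length, 8 of 1795 tested promoters gained coverage from DIV1 to DIV7 and 10 lost it. The gains were at Chrna3, a nicotinic acetylcholine receptor subunit, Klhl1, Ccna1, a cyclin, Vwc2l, Sh2d4a, Jam2, a junctional adhesion molecule, Epha6, an ephrin receptor, and Kcne3, a potassium channel accessory subunit. The Klhl1 promoter (chromosome 14, 5' end at 96519102) had no peak in any DIV1 library and was covered over 10.3% ± 1.75 of its window at DIV7 (n = 3, limma adjusted p = 0.00401). Ccna1 (chromosome 3, 55055501) likewise went from 0 to 9.82% ± 0.913 (adjusted p = 0.00401), and Epha6 (chromosome 16, 60605531) from 0 to 11.3% ± 2.33 (adjusted p = 0.0342). Chrna3 (chromosome 9, 55026562) rose from 1.67% ± 2.03 to 13.8% ± 0.902 (adjusted p = 0.00401). Jam2 (chromosome 16, 84774123) reached 21.3% ± 3.80 at DIV5 and 17.9% ± 1.51 at DIV7, from 0 at DIV1 (adjusted p = 0.00853); with all deposited peaks its DIV1 value was 7.01% ± 9.43, and the groups overlapped. In the full deposited lists, 2 of these 8 promoters, Chrna3 and Kcne3, already had a peak in all 3 DIV1 libraries, Jam2 and Sh2d4a in 2 and Vwc2l in 1, and Kcne3 was covered to 11.2% ± 6.63 at DIV1 and 12.2% ± 2.38 at DIV7 there.

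The losses were larger, with a median change of −14.3 percentage points against 10.8 for the gains. Spock1, which encodes a proteoglycan (chromosome 13, 57908332), fell from 19.9% ± 6.40 at DIV1 through 15.2% ± 0.847 at DIV3 and 1.72% ± 2.98 at DIV5 to 0 at DIV7 (n = 3 each, limma adjusted p = 0.00708). It was also the 1 promoter of 1795 with a called linear trend over the 4 days (−3.66 percentage points per day, adjusted p = 0.0204). The trend gave 3 gained and 33 lost promoters with all deposited peaks. Tmem108 (chromosome 9, 103761837) fell from 14.5% ± 4.50 to 0 (adjusted p = 0.00691) and Aqp3, an aquaporin (chromosome 4, 41098183), from 19.3% ± 1.12 to 5.12% ± 2.81 (adjusted p = 0.00691). Hsd17b1, an enzyme of estradiol synthesis (chromosome 11, 101078411), fell from 25.9% ± 2.78 to 3.29% ± 0.387 (adjusted p = 0.00691), and its window overlaps that of Coasy, which was called too. Rps6ka1, Tmem200a, whose window is shared with a predicted gene, and Rasgef1a made up the rest of the named losses. All 10 lost promoters had a peak in all 3 DIV1 libraries of the full lists, and 6 had none in any DIV7 library.

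**Figure D2:**
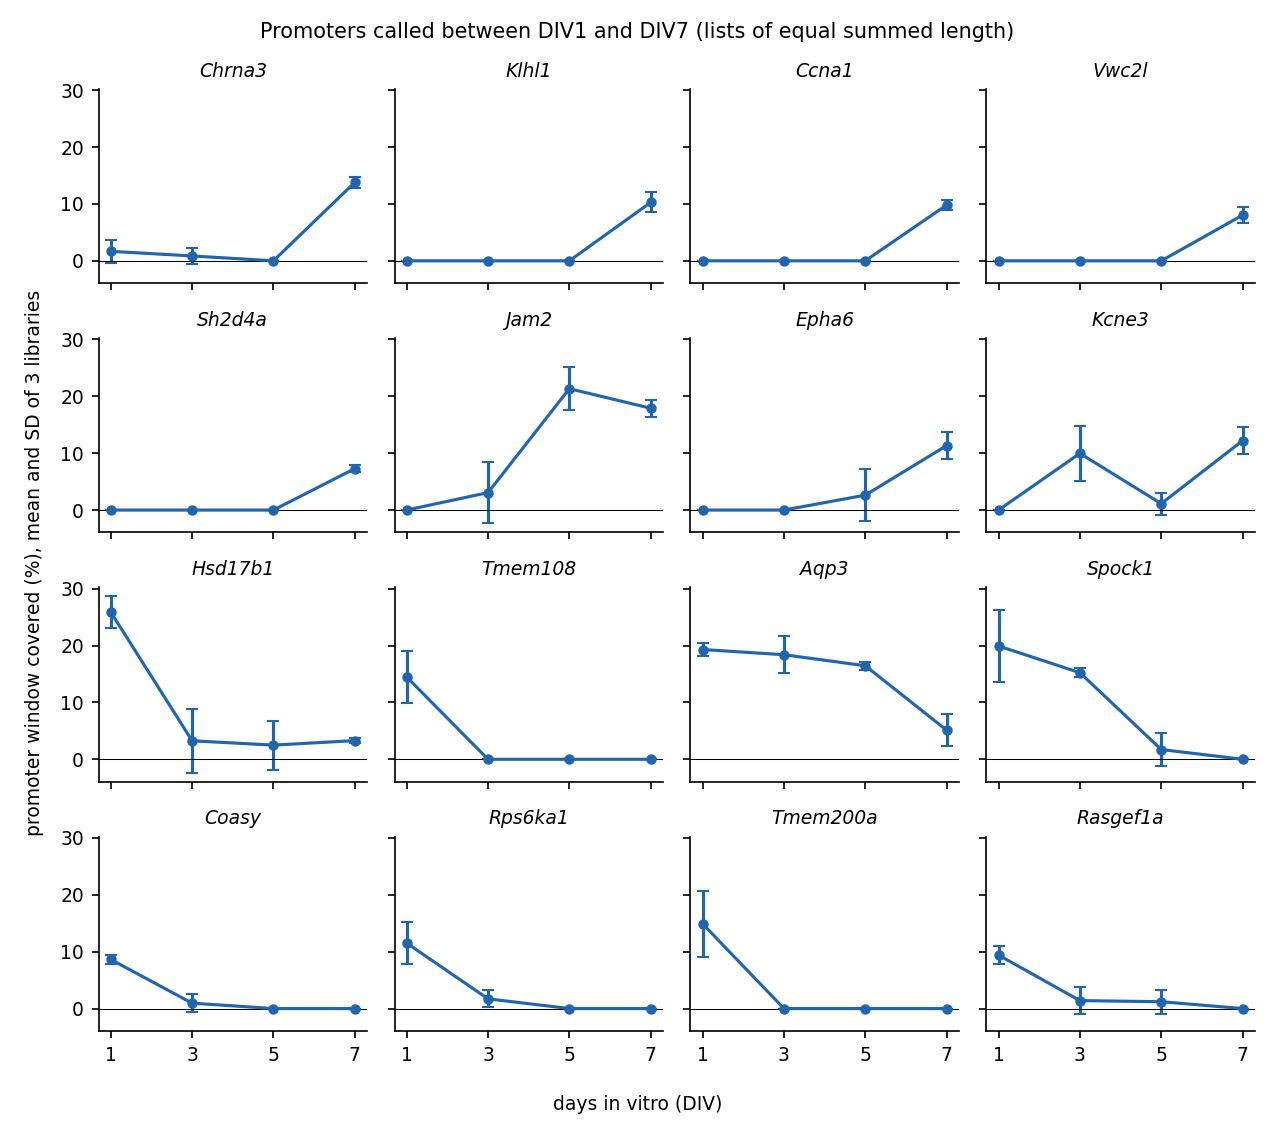
Percentage of the promoter window covered (vertical axis) against days in vitro (horizontal axis, DIV1 to DIV7) for the 8 gained (upper 2 rows) and 8 named lost promoters (lower 2 rows), from peak lists of equal summed length. Points are means of 3 libraries and bars are 1 SD; Klhl1 and Ccna1 are at 0 until DIV5 and near 10% at DIV7, and Tmem108 is at 0 from DIV3.

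The groups of DIV1 and DIV7 did not overlap at 15.5% of the tested promoters, against 3.73% to 8.02% in the other 9 splits of the 6 libraries. With all deposited peaks the split was 1 gained and 39 lost, of which 1 and 4 were among the calls above. Leaving out DIV7 replicate 1 gave 0 gained and 0 lost by limma. There 4 of the 8 gains were not tested, since fewer than 3 libraries then had coverage. The other 4 and all 10 losses kept their direction, with median changes of 11.9 ± 3.29 and −13.6 ± 4.97 percentage points (± SD over promoters) against 12.2 ± 3.03 and −14.3 ± 4.94 before, and adjusted p from 0.0675 to 0.177. Leaving out DIV7 replicate 3 gave 2 and 3, and leaving out DIV1 replicate 1 gave 6 and 27. Without replicate 1 of every day there were 0 gained and 4 lost; 5 of the 8 gains and 5 of the 10 losses were not tested there, and the rest kept their direction (median changes 13.1 ± 3.00 and −12.7 ± 7.74 points, against 12.2 ± 3.32 and −14.2 ± 6.39 before).

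Between neighbouring time points few promoters were called. From DIV1 to DIV3, 1 promoter gained and 5 lost coverage. From DIV3 to DIV5 limma called 0 in either direction, with 66 higher and 48 lower at an unadjusted p under 0.05. From DIV5 to DIV7, 5 gained and 1 lost. In the full deposited lists these steps gave 1 gained and 7 lost, then 0 and 0, then 0 and 0, and none of these were promoters called at the common length for the same step.

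The study's example genes differed in how often they had a promoter peak, from Grin2c in 19 of the 24 libraries, Myc in 16 and Atoh1 in 14 to others with none at DIV1 or DIV7. Mycn, Ebf3, Nfib, Tubb5, Grm4, Gabra6, Olfm3 and Slc17a6 had no promoter peak in any DIV1 or DIV7 library. Jag1, a Notch ligand, had a peak in 3 of 3 DIV1 libraries and 0 of 3 DIV7 libraries, with 15.8% ± 8.71 of its window covered at DIV1 in the full lists. At the common length it was covered to 2.36% ± 4.08 at DIV1 and did not pass (limma adjusted p = 0.84). Gabrd, a GABA receptor subunit, had a peak in 2 of 3 DIV1 and 0 of 3 DIV7 libraries. Atoh1, the transcription factor of granule neuron precursors, had a peak in 1 DIV1 and 2 DIV7 libraries. Grin2c, an NMDA receptor subunit, had a peak in 2 libraries of either day (adjusted p = 0.727).

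Of the 14 fixed gene lists 5 had the 3 tested promoters that camera was given as a minimum; none of these 5 passed between DIV1 and DIV7, and no tested list member passed over all promoters. Of the 4 tested hedgehog pathway promoters, Gli1, Gli3 and the shared window of Evc and Evc2, all had a higher mean at DIV7 (mean change 3.58 percentage points, camera adjusted p = 0.414). Of 7 glutamate receptor promoters 5 had a higher and 2 a lower mean (camera adjusted p = 0.727). The 2 members farthest apart were Grm3, at 0 on DIV1 and 8.91% ± 5.90 on DIV7 (limma adjusted p = 0.237), and Grm7, at 15.7% ± 9.92 and 0.811% ± 1.40 (adjusted p = 0.184). Of 5 voltage-gated potassium channel promoters 3 had a higher mean (camera adjusted p = 0.611), as did 4 of 5 synaptic adhesion promoters (0.611). Among Purkinje cell and interneuron markers, 3 of 4 had a higher mean (camera adjusted p = 0.414), and 1 gene, Pvalb, passed when adjusted over the list alone.

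GSK-126 was used to ask which promoters need EZH2 activity after cell cycle exit to hold the mark. At the common length 41 of 939 tested promoters lost coverage and 23 gained it. The largest loss was at Ptprm, a receptor tyrosine phosphatase (chromosome 17, 5' end at 67354457), which fell from 25.2% ± 2.43 with DMSO to 0 with GSK-126 (n = 3 each, limma adjusted p = 0.00595); in the full lists it kept a peak in 2 of 3 GSK-126 libraries (6.78% ± 6.80). Bmp3, a growth factor of the BMP family (chromosome 5, 98854415), fell from 23.2% ± 2.07 to 3.75% ± 0.442 (adjusted p = 0.0096). Slc1a5, a transporter of neutral amino acids (chromosome 7, 16781340), fell from 19.2% ± 1.18 to 1.01% ± 1.75 (adjusted p = 0.0096), and Car2, a carbonic anhydrase (chromosome 3, 14886273), from 20.5% ± 1.53 to 1.33% ± 2.30 (adjusted p = 0.011). Tmem196, Pdzrn4, Arhgap31, a GTPase regulator, and Flnc, a filamin, fell by 14.8 to 20.7 percentage points. In the full deposited lists all 41 lost promoters were lower with GSK-126, and at 40 of them the groups did not overlap.

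The gains at the common length were not seen in the same way in the full lists. The gene with the smallest adjusted p was Cdc14b, a phosphatase (chromosome 13, 64275290), with 0 for DMSO and 20.2% ± 1.05 for GSK-126 (n = 3 each, limma adjusted p = 0.00595). In the full lists Cdc14b was covered to 11.4% ± 2.00 with DMSO. Pkp1, a desmosomal protein, Slc5a1, a sodium and glucose cotransporter, Srd5a2, Car4, Col14a1, a collagen, Npy, the neuropeptide, and Prdm1, a transcriptional repressor, followed. All 23 gained promoters had a peak in all 3 DMSO libraries of the full lists, 12 of the 23 had no higher mean with GSK-126 there, and the groups stood apart upward at 2, Cdc14b and Tesc. Npy, for example, was covered to 20.1% ± 0.708 with DMSO and 22.2% ± 5.47 with GSK-126 in the full lists.

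**Figure D3:**
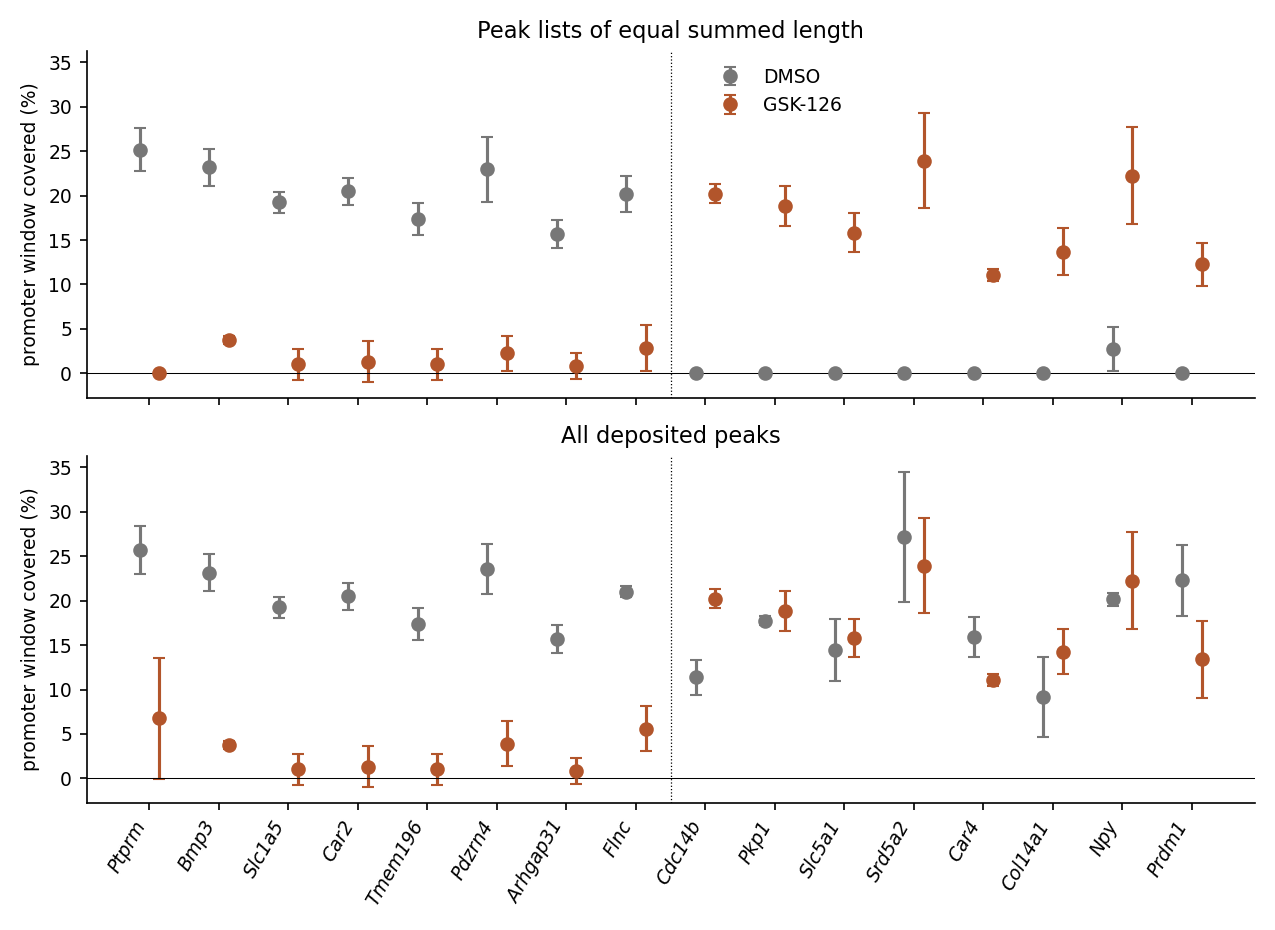
Percentage of the promoter window covered (vertical axis) with DMSO (grey) and GSK-126 (orange) for the 8 named lost promoters (left) and the 8 named gained promoters (right), from lists of equal summed length (upper panel) and from all deposited peaks (lower panel). Points are means of 3 libraries and bars are 1 SD; the losses appear in both panels, while the gained promoters have coverage with DMSO in the lower panel.

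Groups did not overlap at 26.3% of the tested promoters in the GSK-126 experiment, against 5.96% to 13.8% in the other 9 splits. With all deposited peaks the split was 5 gained and 636 lost, and 40 of the 41 losses and 1 of the 23 gains were called again. The replicate number as a block gave 0 gained and 0 lost, although all 23 gains and 41 losses kept their direction. Ranking peaks by fold enrichment gave 27 gained and 64 lost, among them 15 of the 41 losses, of which 35 were tested there and 30 had a lower mean with GSK-126. Of the 23 gains 1 was tested there and 0 were called. The other 22 had coverage in fewer than 3 libraries, so under this ranking they were not covered in all 3 GSK-126 libraries. The number moved with every library: leaving out any of the 6 gave 0 to 6 gained and 0 to 16 lost, with 0 and 0 without DMSO replicate 2, GSK-126 replicate 1 or GSK-126 replicate 3, 0 and 4 without GSK-126 replicate 2, 6 and 16 without DMSO replicate 1, and 4 and 16 without DMSO replicate 3. Part of this comes from the need for 3 libraries with coverage, as 18 of the 23 gains were not tested without a GSK-126 library and 13 of the 41 losses were not without a DMSO library. The promoters that were tested all kept their direction; without GSK-126 replicate 3, for example, the median change of the 41 losses was −14.1 ± 4.04 percentage points, against −14.2 ± 4.02 before (adjusted p from 0.0662 to 0.211). GSK-126 replicate 3 stood apart, since 47.2% of its promoters with a peak had one in no other library, against at most 5.66% in any of the other 23.

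Few promoters that changed over time in culture could be followed into the GSK-126 experiment. Of the 8 gained from DIV1 to DIV7, 4 were tested there, namely Chrna3, Jam2, Kcne3 and Sh2d4a, and all 4 had a lower mean with GSK-126 (mean change −7.57 percentage points). Jam2 was among the called losses and fell by 17.3 percentage points (limma adjusted p = 0.0191). Their mean change differed by −6.20 points from that of the 814 promoters not called over time (exact permutation p = 0.1, the smallest possible), and by −2.87 points from that of promoters with like DMSO coverage. The 3 tested promoters lost over time, Aqp3, Spock1 and Tmem108, had higher means with GSK-126, by 4.31 points relative to the same 814 (exact permutation p = 0.2) and by 1.60 points relative to promoters with like DMSO coverage.

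Among the example genes Atoh1 and Myc had a promoter peak in 3 of 3 DMSO and 0 of 3 GSK-126 libraries of the full lists, with 11.8% ± 2.66 and 6.70% ± 6.64 of the window covered with DMSO. Of all 1893 promoters with a peak in 3 of 3 DMSO libraries, 390 had none with GSK-126. Jag1 had a peak in 3 DMSO libraries and 1 GSK-126 library, Grin2c in 3 and 2, and Grm4 in 1 and 0. Wnt7a went the other way, with 0 and 2, and Mycn, Tubb5, Slc17a6 and Gabrd had 0 and 1 each. GSK-126 replicate 3 had 1551 promoters with a peak in no other library, so a count of 1 gives no direction. None of the example genes had enough coverage at the common length to be tested. Camera could be run on 3 of the 14 lists, and none of the 3 passed. All 3 tested glutamate receptor promoters had a lower mean (camera adjusted p = 0.954), among them Grm2, at 9.79% ± 8.49 with DMSO and 0.3% ± 0.52 with GSK-126 (limma adjusted p = 0.296).

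GSK-J4 was used to ask which promoters need demethylation. The study saw no change in H3K27me3 by western blot or CUT&RUN at its doses. It concluded that the range of doses usable in neurons is too narrow for this compound. A lack of calls therefore does not show that promoters need no demethylation. No promoter was called among 1524 by limma. At an unadjusted p under 0.05 there were 33 higher and 40 lower promoters, the smallest adjusted p was 0.975, and groups did not overlap at 8.99% of promoters, against 7.94% to 11.7% in the other 9 splits. The 95% interval of a promoter's change had a median half-width of 6.73 percentage points. Atoh1 was covered to 4.90% ± 6.24 with DMSO and 2.75% ± 4.76 with GSK-J4 (n = 3 each, limma adjusted p = 0.975). Gja1, a gap junction gene among the glial markers, had 11.6% ± 0.618 and 2.34% ± 2.51, which passed when adjusted over the list alone and did not over all promoters (limma adjusted p = 0.975). All deposited peaks gave 0 calls by limma as well.

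The responses to the compounds were compared directly, although the doses differed (5 µM GSK-126 and 1 µM GSK-J4). The GSK-126 effect minus the GSK-J4 effect was positive at 10 and negative at 13 of 1766 tested promoters by limma. With all deposited peaks the split was 0 and 108.

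Over the whole genome, 19 of 4785 tested 10 kb bins gained and 19 lost coverage from DIV1 to DIV7. Promoter bins made up 52.6% of the gained and 47.4% of the lost bins, against 45.2% of all tested bins (Fisher's exact p = 0.645 and 1). With GSK-126, 34 of 2515 bins gained and 53 lost coverage. Here promoter bins made up 79.4% of the gained and 66.0% of the lost bins, against 44.5% of tested bins (Fisher's exact p = 3.76e-05 and 0.00188). Both counts of bins were lower with any single library left out. Promoters held 48.6% of the covered length in GSK-126 replicate 3, against 39.7% and 37.6% in replicates 1 and 2. The part of replicate 3 in these shares of bins was not tested. No bins were called next to each other. GSK-J4 gave 0 called bins of 3783 by limma, with 5.31% of them at an unadjusted p under 0.05, 86 of which were higher and the rest lower. With all deposited peaks the bins split into 0 gained and 35 lost over time, and into 5 gained and 803 lost with GSK-126.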

Values the study reported

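For cultured CGNs the study reported 1688 H3K27me3 peaks up between DIV1 and DIV3, 109 between DIV3 and DIV5, and 2 between DIV5 and DIV7. It reported 477 peaks down between DIV1 and DIV3, 227 between DIV3 and DIV5, and 25 between DIV5 and DIV7. The cell viability assay gave an IC50 of about 3.07 µM for GSK-J4 and about 7.32 µM for GSK-126.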

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

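The interaction test was planned; the tests of explanations in this part were chosen after the results were seen, and the bounds for the counts of other splits were written after those counts.

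The responses to GSK-126 and GSK-J4 differed at 23 promoters by the interaction test in limma, which is what brought this result here. Of 100 splits of the 12 libraries, 2 gave as many promoters, the real one included. The highest of the other splits gave 34, more than the real one. The DMSO lists of the experiments also differed in length (3.69 ± 0.482 Mb for GSK-126 and 1.89 ± 0.193 Mb for GSK-J4). A split that exchanges libraries between experiments would not test the interaction alone, so chance stays open. Of the 23, 20 were also called for GSK-126 against DMSO, while the GSK-J4 comparison gave 0 promoters by limma (33 higher and 40 lower at an unadjusted p under 0.05). Libraries of both experiments mattered for the number: it fell to 1 positive and 1 negative without DMSO replicate 2 of the GSK-J4 experiment, and to 2 and 2 without DMSO replicate 2 of the GSK-126 experiment, although all 23 were tested and kept their direction in both cases.

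The first pattern weighed is the loss of coverage at 41 promoters with GSK-126. Fewer peaks were called in the GSK-126 libraries, and the losses at the common length depend on how peaks are ranked: 15 of the 41 were also lost when peaks were ranked by fold enrichment, where 35 were tested and 30 had a lower mean. The other splits mix long and short lists in each group, so they do not test list length. For the 596 promoters lost in the deposited lists and not at the common length, list length and treatment cannot be told apart, since all GSK-126 lists are shorter. At the common length every list has the same summed length, yet the 41 changed by a median of −14.2 ± 4.02 percentage points. In the deposited lists this was −14.3 ± 3.51 points (± SD over promoters). These values argue against fewer called peaks alone as the cause of the 41. A lower signal in the GSK-126 libraries that also reorders their peaks may account for them. So may a loss of the mark through EZH2 inhibition, and nothing in the peak lists separates these explanations. By western blot the study reported a loss of H3K27me3 that grew with the GSK-126 dose, at doses below the one used here. It also reported that most regions that differed with GSK-126 had less H3K27me3.

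The second pattern is the gain at 23 promoters with GSK-126. All 23 had a peak in all 3 DMSO libraries before lists were brought to the common length, so the gain may come from that step, which leaves out more of the longer DMSO lists. A higher level of the mark with GSK-126 would be expected to show in the deposited lists too, and there 2 of the 23 were covered more in every GSK-126 library than in every DMSO library, while 4 were covered less. Shorter GSK-126 lists could hide a real gain, so this explanation stays open.

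The real groups and the other splits compare as follows. For DIV7 against DIV1, 1 of the 10 splits, the real one, gave its 18 promoters, and the highest other gave 0. For GSK-126 against DMSO 1 of 10 splits, the real one, gave 64 promoters, and the highest other gave 0. For DIV3 against DIV1 the real split gave 6 and the highest other 5. For DIV7 against DIV5 these were 6 and 4. For DIV5 against DIV3 the real split gave 0, all 10 splits gave at least that, and the highest other gave 2. In 10 kb bins the real split gave 38 over time and 87 with GSK-126, and the highest other gave 1 in either case. With GSK-J4 all were 0. The 10 splits that 3 against 3 libraries allow are too few for a share under 0.05. For the linear trend, 2 of 100 splits gave as many as the 1 promoter called, and the highest other gave 1. At this threshold few splits would give any call, so a small share for a count of 1 was likely in advance. Chance therefore stays open for that count.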

How the results depend on the processing

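Leaving out replicate 1 of every day was chosen after the data were seen; every other setting here was set before. Names in the deposit leave open whether replicate 1 of each day came from another sequencing run than replicates 2 and 3, and the labels give no run; without replicate 1 of any day DIV7 against DIV1 fell from 8 and 10 calls to 0 and 4, where 3 of the 8 and 5 of the 10 could be tested and all of these kept their direction. Counts are gained and lost, and the cause of each change was not tested unless stated. Called promoters were few, and counts moved with most settings. Of the 16 named promoters called between DIV1 and DIV7, 5 were called again with all deposited peaks, and of the 16 named for GSK-126, 9 were. Over all settings that gave them a value, the named time course promoters kept their call in 99 of 164 cases and reversed in 0, and the GSK-126 ones kept it in 69 of 147 and reversed in 5. The GSK-J4 comparison gave 0 calls in each setting run.

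With all deposited peaks DIV7 against DIV1 gave 1 and 39, DIV7 against DIV5 gave 0 and 0, the linear trend 3 and 33, GSK-126 5 and 636, and the GSK-126 effect minus the GSK-J4 effect 0 and 108. In 10 kb bins this setting gave 0 and 35 over time and 5 and 803 with GSK-126. Here Srd5a2 (−3.24 percentage points), Car4 (−4.78) and Prdm1 (−8.88) turned from gains with GSK-126 to lower means, because their peaks in the DMSO lists then counted. With peaks of a −log10 q of at least 2, which leave fewer promoters to test, DIV7 against DIV1, DIV3 against DIV1 and DIV7 against DIV5 all gave 0 and 0, the trend lost its 1 call (0), GSK-126 gave 0 and 20, and the interaction 0 and 1. Bins gave 0 and 2 over time and 4 gained with GSK-126. In these peaks the difference in covered length was −0.378 Mb for DIV7 against DIV1 and −0.187 Mb for GSK-126, and the difference in promoter share was −7.48 points for GSK-126 and 2.80 points for GSK-J4.

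Ranking by fold enrichment gave 1 and 4 for DIV7 against DIV1, 0 gained for DIV3 against DIV1, 1 and 0 for DIV7 against DIV5, 0 lost for the trend, 64 lost with GSK-126, and 0 and 4 for the interaction. These calls held 15 of the 41 losses with GSK-126 (35 tested), 1 of the 8 gains (8 tested) and 0 of the 10 losses (6 tested) from DIV1 to DIV7, and 2 of the 13 negative interaction calls (13 tested). Of the 23 gains with GSK-126 and the 10 positive interaction calls, 1 each was tested and 0 were called. The other 22 and 9 had coverage in fewer than 3 libraries, so none of them was covered in all 3 libraries of a group. Bins then gave 1 and 8 over time. Bmp3 (3.75 points) and Pdzrn4 (2.81 points) turned from losses with GSK-126 to higher means. Windows of 1 kb on each side gave 6 lost for DIV7 against DIV1, 0 and 0 for DIV3 against DIV1, 2 lost for DIV7 against DIV5, 2 gained for the trend and 6 gained for the interaction. Promoters covered in at least 1 library gave 15 gained for DIV7 against DIV1, 10 gained for DIV7 against DIV5, 0 lost for the trend, 26 lost with GSK-126 and 3 lost for the interaction. Without replicate 1 of any day, DIV3 against DIV1 gave 0 and 3, DIV7 against DIV5 0 and 0, and bins 0 and 2 over time. With fry in place of camera 1 list, the Purkinje cell and interneuron markers, passed between DIV1 and DIV7 (fry adjusted p = 0.032). With its estimated correlation, camera did not call this list (camera adjusted p = 0.414). Compared with promoters of like DMSO coverage, the promoters lost over time differed by 1.60 points in the GSK-126 experiment.

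The study defines a culture replicate as cells from pooled litters. The sources do not say whether libraries with the same number share a pool, and the data leave open whether the numbers pair the samples. Deviations from the group means of same-numbered libraries correlated between −0.0688 and 0.157 over time, with 1 of 18 pairs over 0.1. They correlated between −0.0585 and 0.093 in the GSK-126 experiment and between 0.0272 and 0.0335 in the GSK-J4 experiment. Pairs with different numbers ran from −0.134 to 0.0658, from −0.103 to 0.0627 and from −0.0370 to 0.00271, in the same order. In the GSK-J4 experiment every same-numbered pair was thus above every other pair. A library correlated best with its own number in 7 of 12, 3 of 6 and 6 of 6 cases, in the same order. With the replicate block, DIV7 against DIV1 gave 8 and 10, DIV3 against DIV1 0 and 0, DIV7 against DIV5 3 and 0, GSK-126 0 and 0 (bins 0 and 0) and the interaction 1 and 0.

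Leaving out each library in turn gave 0 to 8 gained and 0 to 27 lost for DIV7 against DIV1, 0 to 7 and 0 to 8 for DIV3 against DIV1, 0 to 1 and 0 to 2 for DIV5 against DIV3, 1 to 4 and 0 to 2 for DIV7 against DIV5, 0 to 1 and 0 to 2 for the trend, 0 to 6 and 0 to 16 with GSK-126, and 1 to 8 and 1 to 9 for the interaction. Bins gave 1 to 21 and 2 to 48 over time and 0 to 7 and 0 to 20 with GSK-126. The class differences in the GSK-126 experiment ran from −9.74 to −5.07 points for promoters gained over time and from 3.33 to 7.63 for those lost. Fewer libraries also leave fewer degrees of freedom and fewer promoters with coverage in 3 libraries: 4 of the 8 gains from DIV1 to DIV7 were not tested without a DIV7 library, and 18 of the 23 gains with GSK-126 were not without a GSK-126 library. Those of the DIV7 against DIV1, GSK-126 and interaction calls that were tested kept their direction with each library left out. Marking promoters as covered over at least 50% of the window left too few to test. Unknown read depth limits all of these counts, since a missing peak can be a shallow library.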

Other observations

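The comparisons of gene lists by how often they were marked, and of promoters present in all or none of a group's libraries, were chosen after the data were seen, and the test of ribosomal protein genes was set before its value was seen.

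Glutamate receptor genes had promoter peaks more often than other genes; of the 14 lists no other passed. Of 26 glutamate receptor genes, 8 had a promoter peak in at least 12 of the 24 libraries, against 9.43% of other genes (Fisher's exact adjusted p = 0.029 over 14 lists). For example, Grm7 had a peak in 23 libraries, Grm2 in 22 and Grin2c in 19. Of 26 voltage-gated potassium channel genes, 7 were marked this often (adjusted p = 0.0614), with Kcnc2 in all 24 libraries and Kcnf1 and Kcng1 in 23. Of 16 hedgehog pathway genes 5 were (adjusted p = 0.063), namely Evc, Evc2, Gli1, Gli3 and Hhip. Synaptic adhesion genes reached 6 of 26 (adjusted p = 0.11), early CGN genes 4 of 18 (0.194), and Purkinje cell and interneuron markers 3 of 12 (0.194). Glial markers reached 3 of 18 (0.391), GABA receptors 2 of 17 (0.855), microglial, endothelial and mesenchymal markers 2 of 15 (0.855) and late CGN genes 1 of 16 (1). Of the 50 list members with a promoter peak in all 3 DMSO libraries of the GSK-126 experiment, 17 had none in its GSK-126 libraries, against 390 of 1893 among all promoters.

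No list of developmental regulators passed this test. None of 39 Hox genes was marked in at least 12 libraries (Fisher's exact p = 0.0479, adjusted p = 0.134), although Hoxa13 had a peak in 11, nor was any of the 7 cyclin-dependent kinase inhibitors. Mesoderm and endoderm transcription factors had 3 of 39 marked (adjusted p = 1) and other neuronal fate transcription factors 1 of 35 (0.391). The Hoxa cluster (chromosome 6, 52155590 to 52260880) was covered to at most 0.865% in any library, and the Hoxb, Hoxc and Hoxd clusters to at most 0.387%, 0.325% and 1.23%. The sources do not say whether regions were removed before or after peak calling, so these values do not show that the clusters lack the mark.

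Presence in all or none of the libraries gives another view of the deposited lists. From DIV1 to DIV7, 45 promoters went from a peak in no library to a peak in all 3, and 290 went the other way. The highest count for another split was 159, which is above the 45 gains. With GSK-126, 8 gained and 390 lost a peak in this way, against at most 58 for another split. With GSK-J4 these were 17 and 15, against at most 69. The other splits mix long and short lists in each group, so they cannot tell the losses from an effect of list length. The 45 gains at DIV7 ran against the shorter DIV7 lists and included Klhl1, Ccna1, Epha6, Bmpr1b, Elavl2 and Itgb8.

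GSK-126 replicate 3 had 1551 promoters with a peak in no other library, against 11 to 212 in the other 23, and 41.9 promoters with a peak per 100 peaks, against 16.8 to 32.9. If this library held signal from promoters of active genes, ribosomal protein genes, which are active in all cells, would have peaks there. Of 80 such genes 17 did, or 21.3%, against 0 to 15% in the other libraries. That is the highest share, but it is below the 5-fold excess set beforehand as the mark of this cause, so signal from active promoters may be part of the difference and the test leaves it open. Leaving this library out gave 0 promoters gained and 0 lost with GSK-126, as did leaving out DMSO replicate 2 or GSK-126 replicate 1.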
